# Paf1c defects challenge the robustness of flower meristem termination in *Arabidopsis thaliana*

**DOI:** 10.1242/dev.173377

**Published:** 2019-10-15

**Authors:** Kateryna Fal, Matthieu Cortes, Mengying Liu, Sam Collaudin, Pradeep Das, Olivier Hamant, Christophe Trehin

**Keywords:** Floral determinacy, Transcriptional noise, Paf1 complex, *WUSCHEL*, *AGAMOUS*, Carpel, Stem cell, Variability, Developmental robustness

## Abstract

Although accumulating evidence suggests that gene regulation is highly stochastic, genetic screens have successfully uncovered master developmental regulators, questioning the relationship between transcriptional noise and intrinsic robustness of development. To identify developmental modules that are more or less resilient to large-scale genetic perturbations, we used the *Arabidopsis* polymerase II-associated factor 1 complex (Paf1c) mutant *vip3*, which is impaired in several RNA polymerase II-dependent transcriptional processes. We found that the control of flower termination was not as robust as classically pictured. In angiosperms, the floral female organs, called carpels, display determinate growth: their development requires the arrest of stem cell maintenance. In *vip3* mutant flowers, carpels displayed a highly variable morphology, with different degrees of indeterminacy defects up to wild-type size inflorescence emerging from carpels. This phenotype was associated with variable expression of two key regulators of flower termination and stem cell maintenance in flowers, *WUSCHEL* and *AGAMOUS*. The phenotype was also dependent on growth conditions. Together, these results highlight the surprisingly plastic nature of stem cell maintenance in plants and its dependence on Paf1c.

## Abstract (precis)

**Summary:** Using a mutant with increased transcriptional noise, we reveal that stem cell maintenance is not as robust as anticipated in plants, even leading to major defects in essential developmental processes such as flower indeterminacy.

## INTRODUCTION

Developmental robustness is ambivalent: patterns of growth must be reproducible, as body plans are usually comparable within individuals of given species; they must also be plastic to enable adaption to external and internal changes and fluctuations. In other words, developmental robustness entails a balance between homeostatic mechanisms that ensure that many phenotypes are robust to genetic and environmental variations and promotion of variability to trigger alternative developmental pathways to face genetic and environmental variations. This balance is also a variable, as the ratio between reproducibility and variability promotion can shift as development progresses (see, for example, Tsugawa et al., 2017).

Among the factors behind developmental robustness, transcriptional noise can contribute to specific differentiation pathways in various tissues (Mason et al., 2014; Mantsoki et al., 2016; Alemu et al., 2014; Padovan-Merhar and Raj, 2013; Sprinzak et al., 2010). In addition, the maintenance of stem cells might rely on the relative inefficiency of the transcriptional and translational machinery that maintains the stem cells in an indeterminate state (Momiji and Monk, 2009). Interestingly, variability of gene expression can account for reduced penetrance (Raj et al., 2010). In plants, the contribution of gene expression variability to plant developmental robustness and plasticity remains poorly documented. Gene expression variability has mainly been assessed during responses to external or internal stimuli (Waters et al., 2017; Xu et al., 2016; Wang et al., 2011) and only more recently as an internal input to support developmental plasticity at the tissue level (Meyer et al., 2017).

Although the exact mechanisms behind transcriptional noise remain to be uncovered, relevant molecular factors are starting to be identified. For instance, the variability of gene expression in mammals relies on several features of the gene itself, spanning from its genomic structure and regulation to its interacting network (Alemu et al., 2014). Interestingly, the RNA polymerase II-associated factor 1 complex (Paf1c) seems to play a key role in this process. Mutations in Paf1c subunits increase gene expression noise in yeast (Ansel et al., 2008; Richard and Yvert, 2014). This effect not only relies on the functional interaction with RNA polymerase II, but also on a larger spectrum of activities. In plants, Paf1c has been shown to influence gene expression through regulation of transcription (Oh et al., 2004; Antosz et al., 2017) and modification of chromatin (He et al., 2004; Oh et al., 2008). In mammals, Paf1c also restrains the activation of enhancers and thus hinders the release of paused RNA polymerase II, adding another layer of control of gene expression variability (Chen et al., 2017). In principle, mutations in Paf1c subunits offer the ideal context for analyzing the role of transcriptional noise in development.

One of the Paf1c components, VERNALIZATION INDEPENDENCE 3 (VIP3), was initially shown to control flowering time (Zhang et al., 2003). Recently, *vip3* mutants were found to exhibit variable phyllotactic patterns: *vip3* mutants exhibit an average divergence angle of 137° between each organ initiation at the shoot apex, as in the wild type, but the standard deviation of that angle is increased in the mutant (Fal et al., 2017). Because no other mutant exhibits such a phenotype, this finding suggests that Paf1c-dependent transcriptional control is important for developmental robustness as a whole. Here, we investigate whether flower termination, a developmental process that is both central to plant reproduction and very reproducible, also depends on Paf1c.

Flowers are produced by the shoot apical meristem (SAM), which hosts a pool of pluripotent stem cells. This explains why the SAM at the tip of an inflorescence stem produces an indeterminate number of flowers (Besnard et al., 2011). Young flowers also exhibit early meristematic activity but, in contrast to the SAM, they produce a determinate number of organs (four sepals, four petals, six stamens and two carpels in *Arabidopsis thaliana*). This implies that maintenance of the stem cell pool stops as the flower matures. Two decades of molecular genetics have demonstrated that stem cell homeostasis relies on a negative feedback loop involving the WUSCHEL (WUS) and CLAVATA (CLV) factors (Somssich et al., 2016). *WUS* encodes a homeodomain transcription factor and is expressed deep inside the SAM, in the organizing center (Mayer et al., 1998). The WUS protein moves to the central zone to promote both stem cell identity and *CLV3* expression (Yadav et al., 2011; Daum et al., 2014). The CLV3 ligand diffuses in the upper part of the meristem and triggers the CLV-CORYNE pathway that, together with RPK2, restricts *WUS* expression to the organizing center (Lenhard and Laux, 2003; Rojo et al., 2002; Kinoshita et al., 2010; Brand, 2000; Schoof et al., 2000; Müller et al., 2008). The *ERECTA* (*ER*) receptor kinase and most of the *HD-ZIPIII* genes have been shown to regulate meristem size and stem cell homeostasis through different pathways and in parallel to the CLV pathway (Green et al., 2005; Prigge et al., 2005; Williams, 2005; Mandel et al., 2014, 2016). All these genetic pathways, together with additional layers of control such as transcriptional regulators HAM (Zhou et al., 2018) and ULTRAPETALA1/2 (ULT1/2) (Carles, 2005; Monfared et al., 2013), chromatin regulators FAS1/2 (Kaya et al., 2001) and SYD (Kwon, 2005), cytokinins (Leibfried et al., 2005; Gordon et al., 2009), meristem geometry (Gruel et al., 2016) and environmental factors (Pfeiffer et al., 2017), robustly maintain and confine the stem cell niche before flowers are produced.

The flower initially inherits the potential of indeterminacy from the SAM: the maintenance of stem cells in the center of the flower relies on the same WUS/CLV regulatory loop (Schoof et al., 2000). Floral termination coincides with the end of *WUS* expression once carpels have been produced, at stage 6 (Smyth et al., 1990) in *A. thaliana* (Mayer et al., 1998). AGAMOUS (AG), a MADS box transcription factor (Yanofsky et al., 1990), is a key regulator in this process and triggers flower meristem termination by repressing *WUS* expression (Lohmann et al., 2001; Lenhard et al., 2001). This repression by AG can be direct, by recruiting polycomb group (PcG) factors and promoting a chromatin loop that blocks the recruitment of RNA polymerase II at the *WUS* locus (Liu et al., 2011; Guo et al., 2018), but also indirect through activation of KNUCKLES (KNU; a C2H2 Zn-finger transcription factor) (Sun et al., 2009). KNU is recruited to the *WUS* locus by MINI ZINC FINGER2 to form a complex together with HISTONE DEACETYLASE-like HDA19 and TOPLESS, which in turn inhibits *WUS* expression (Sun et al., 2009, 2014; Bollier et al., 2018). KNU also directly binds the *WUS* locus to cause eviction of SYD and subsequent recruitment of PcG factors to silence *WUS* (Sun et al., 2019). Consistently, most mutants showing flower termination defects also show a transient reduction in *AG* expression in the center of the flower (Clark et al., 1993; Fletcher, 2001; Prunet et al., 2008; Das et al., 2009; Maier et al., 2009). Interestingly, recent data report how AG also influences auxin and cytokinin biosynthesis during the flower meristem termination process (Yamaguchi et al., 2018; Zhang et al., 2018). Similarly, expression of a miR172-insentive version of *APETALA2* (*AP2*) results in a decrease in *AG* expression and in the development of supernumerary organs in the center of the flower (Zhao et al., 2007). AP2 may also promote floral stem cell maintenance by counteracting *AG* function (Zhao et al., 2007; Liu et al., 2014; Huang et al., 2017). Interestingly, mutations in many genes reported above as involved in the control of stem cell homeostasis in the SAM (including *CLV*, *ULT*, *ER*, *HD-ZipIII*) result in flower meristem indeterminacy, this phenotype often being related to a defect in *AG* expression. It seems, therefore, that *AG* expression is a good integrator and proxy for the final developmental decision to switch from an indeterminate to a determinate flower. Although single mutants have revealed that this process can be impaired, the contribution of transcriptional noise to the robustness of flower termination remains unknown.

We report here that mutations in Paf1c can result in loss of floral determinacy. Such a phenotype is caused by maintenance of stem cells in the center of the flower beyond stage 6, which results in a global decrease in *AG* expression in the center of the flower. Importantly, this phenotype is not fully penetrant, with flowers exhibiting subtle defects to fully indeterminate phenotypes, even on the same individual plant. This phenotype also depends on environmental conditions, suggesting that Paf1c integrates both developmental and environmental cues to reduce *AG* expression variability during flower development and to hinder floral indeterminacy.

## RESULTS

### *vip3* mutants exhibit strong and variable flower indeterminacy

*vip3* mutants have previously been reported to display a number of growth defects (Zhang et al., 2003; Takagi and Ueguchi, 2012; Dorcey et al., 2012; Fal et al., 2017). When *vip3* mutants were grown for 3 weeks under short day conditions (see Materials and Methods) at 21°C and then transferred to continuous light at 16°C, we observed a dramatic loss of floral indeterminacy such that, in some *vip3* plants, a wild-type sized inflorescence would grow out of a carpel (*N*>30 plants, Fig. 1A,B; Fig. S1). Whereas this phenotype was observed in both *vip3-1* and *vip3-2* alleles (Fig. 1C), silique development in the wild type remained entirely unaffected under these growth conditions (*N*>30 plants, Fig. 1A,C).

**Fig. 1.**
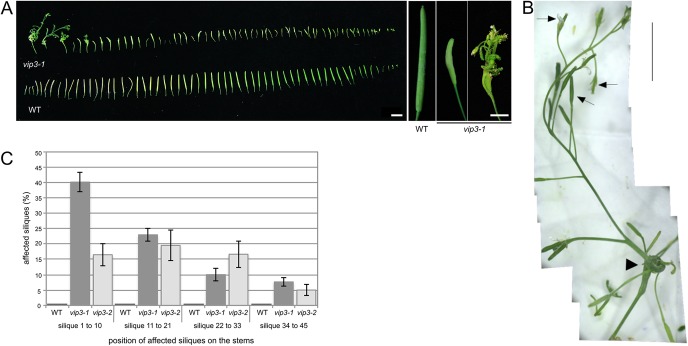
***vip3* mutants can exhibit a severe flower indeterminacy phenotype.** (A) Left: Representative phenotype of wild-type and *vip3* siliques, from plants grown in short day conditions at 21°C then continuous light at 16°C (*N*>30 plants), harvested from the stems in a sequence of initiation. Right: representative siliques of the wild type and *vip3* displaying different degrees of phenotypic defects. (B) Representative image of the most severe phenotype in *vip3-1* flowers. Arrowhead points at the primary silique; arrows point at secondary carpels. (C) Distribution (%) of affected siliques on the stems of the wild type (*N*=13), *vip3-1* (*N*=60) and *vip3-2* (*N*=20) grown in short day conditions at 21°C then continuous light at 16°C. On average, 20% of *vip3-1* and 14% of *vip3-2* siliques displayed visible indeterminacy defects in these conditions. Scale bars: 1 cm in A, left panel; 5 mm in A, right panel; 1 cm in B.

To check whether this phenotype depends on either the temperature or day length shift, we next studied the *vip3-1* phenotype under different growth conditions. Plants grown in continuous light but at 21°C instead of 16°C displayed a similar phenotype (*N*=32 plants, Fig. S2). We could also see the indeterminacy phenotype when *vip3-1* was constantly grown under short day conditions (*N*=9 plants, Fig. S3A) and under short then long day conditions (*N*=22 plants, Fig. S3B). When grown in long days, the *vip3* mutant was much smaller, with shorter stems, and exhibited a large number of aborted siliques without indeterminacy (*N*=36 plants, Fig. S3C). Therefore, floral termination defects in *vip3* only require short day conditions and no other specific growth conditions. Note that the *vip3* mutant was able to produce seeds but at a very low rate (Fig. S4), except when plants were grown exclusively under long day conditions that resulted in sterile siliques (Fig. S3C).

The extent of the floral indeterminacy defects in *vip3* depended on growth conditions: the *vip3* phenotype was most affected in short day and in short day then continuous light (16°C or 21°C) conditions and appeared to be the closest to a full reversal of floral identity, as reported in the literature. Note that we observed similar phenotypic defects in *vip6*, a mutant for another component of the Paf1 complex (*N*=19 plants, Fig. S3D). Such data further confirm that flower phenotypes result from defects in the Paf1-C and not in the exome complex, which is involved in mRNA turnover and which VIP3 (SKI8 analog), but not VIP6, is part of (Dorcey et al., 2012).

Furthermore, the *vip3* indeterminacy phenotype was also highly variable within a single plant (Fig. 1A; Fig. S2A). In comparison to the wild type, the phenotype ranged from short and bumpy siliques to completely open siliques containing a full inflorescence. With respect to the position of the siliques along the inflorescence stem, we found that early siliques were very often the most affected, although even the last siliques occasionally exhibited a strong phenotype (Fig. 1C; Fig. S2B).

### Supernumerary organs develop from the center of the floral meristem

Except for branching meristems that develop from bract axils in species with a dichasium inflorescence (Claßen-Bockhoff and Bull-Hereñu, 2013) or from sepal axils in *ap1* mutants that lack petals and have sepals displaying bract-like features (Irish and Sussex, 1990; Mandel et al., 1992), there are two ways in which flower indeterminacy can occur: either the flower maintains its stem cells after stage 6 (Prunet et al., 2009) or ovules are homeotically converted into carpels (Modrusan et al., 1994; Pautot et al., 2001). In the latter case, one would expect to see multiple carpels growing within a single primary carpel. We never observed such a phenotype in *vip3* mutants; instead, the supernumerary organs all arose from the same stem or at least belonged to the same structure. It is therefore more likely that flower indeterminacy in *vip3* mutants is the result of a delay in flower termination. To confirm that hypothesis, we generated longitudinal sections through carpels in both wild-type and *vip3* carpels and stained the structures with toluidine blue. We observed that supernumerary organs always developed within the primary carpels on a stem emerging from the bottom of the flower (*N*=44 carpels, Fig. 2). We never detected supernumerary organs emerging from ovules. The presence of such long stems within the carpel has not been reported in other indeterminate mutants such as *crc ult*, *crc sqn*, *crc rbl*, *pwd*, *clv1* or *knu* (Prunet et al., 2008; Yumul et al., 2013; Clark et al., 1993; Sun et al., 2009).

**Fig. 2.**
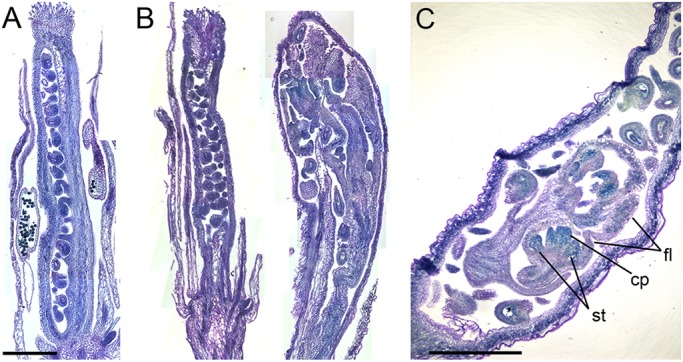
**Inflorescence stem and floral organs can be detected in *vip3* siliques.** (A,B) Sections in young siliques, stained with toluidine blue. Wild-type (A) and representative *vip3* (B) siliques illustrate the spectrum of *vip3* phenotypes. (C) Section of young *vip3* silique, stained with Toluidine Blue, demonstrating the presence of floral structures inside the silique. cp, carpel; fl, flower; st, stamen. Scale bars: 500 μm.

### RNA-seq analysis of *vip3-1* mutant shoot apices reveals genomewide expression defects

Given the strength of the phenotype, we first checked whether specific pathways are affected in *vip3*. 

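Shoot apices of wild-type plants (WT, Col-0) and of *vip3-1*, a null mutant of the Paf1c subunit gene *VIP3*, were dissected after growth in short days at 21°C and then in continuous light at 16°C. Each tube held 30 to 35 apices and 6 tubes were collected per genotype. RNA from 2 tubes was combined for each library, which gave 3 libraries per genotype, called technical triplicates in the methods. The paper does not state that the tubes came from separately grown plants. Tests between the genotypes therefore measure a change against the spread between pools of apices. They cannot tell an effect of the genotype from a difference in growth or harvest. The authors trimmed adapters, mapped the reads to TAIR10 with TopHat and Bowtie, and used Cufflinks to estimate fragment counts and FPKM (fragments scaled by transcript length and by the number of mapped fragments) for 33554 genes. Of the deposited count values, 1.47% were not whole numbers, and all counts were rounded to whole numbers for testing. The counts summed to 69033269, 55519814 and 50040047 in WT replicates 1, 2 and 3 and to 53165839, 53519921 and 51944080 in *vip3-1* replicates 1, 2 and 3. Genotypes were compared with edgeR's quasi-likelihood test, with TMM normalization and Benjamini-Hochberg adjustment, over the 20690 genes that passed edgeR's filter on low counts. Values per gene are given as CPM, which are counts scaled by the library size after TMM normalization. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p-value below 0.1, so the p-values come from the model fitted across all genes. The libraries share replicate numbers between genotypes. Across genes, deviations from the genotype means had a mean correlation of 0.258 between same-numbered libraries and of -0.125 between differently numbered ones. As deviations were taken from each genotype's own mean, the negative value largely follows from the positive one. The contrast does not show that same-numbered libraries were handled together, and the comparison was also made with the replicate number as a block.

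*VIP3* (AT4G29830) lies on chromosome 4 of TAIR10 from 14597661 to 14601055. Its mRNA accumulated to 40.9 ± 0.827 CPM (SD, n = 3 libraries) in WT and to 6.89 ± 0.808 CPM (SD, n = 3) in *vip3-1*, a log2 fold change of -2.57 (standard error 0.099, adjusted p = 0.000192 from edgeR's quasi-likelihood test). WT replicates 1, 2 and 3 had 40.8, 41.7 and 40.1 CPM, and the *vip3-1* replicates had 5.96, 7.41 and 7.30 CPM. The other 5 Paf1c subunit genes, *VIP4*, *VIP5*, *VIP6*, *ELF7* and *CDC73*, were higher in *vip3-1*, by log2 fold changes between 0.24 and 0.47 and with adjusted p-values between 0.00601 and 0.0301 in edgeR's test. All 5 stayed higher in each of the 14 alternatives. *VIP4* and *CDC73* passed an adjusted p-value of 0.05 in all of them, *VIP5* in 11, *ELF7* in 6 and *VIP6* in 4. With library sizes in place of TMM, which lowers the median log2 fold change of all genes from -0.018 to -0.11, *VIP6* and *ELF7* rose by 0.14 and 0.17.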

To do so, we performed RNA-seq analyses of the *vip3-1* mutant, using shoot apices (Fig. S5A,B). Note that this material only contained meristems and flowers up to stage 3 (i.e. not fully developed). 

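The RNA-seq libraries were examined with a list of 25 genes of carpels, ovules and anthers of older flowers, written before the data were examined. Of these, 23 could be tested. Their median log2 CPM in WT replicate 3 was 2.04 above the mean of WT replicates 1 and 2, and 15 of the 23 genes exceeded that mean by over 2-fold. The corresponding medians were -0.99 for WT replicate 1 and -1.21 for WT replicate 2, each against the other WT libraries. In *vip3-1*, replicates 1, 2 and 3 differed from the other *vip3-1* libraries by medians of 0.23, -1.10 and 0.17. The list members named next were chosen after their values were seen. *LAP5* (AT4G34850) reached 224 CPM in WT replicate 3 against 8.85 and 4.44 CPM in WT replicates 1 and 2. Its values in *vip3-1* replicates 1, 2 and 3 were 5.26, 2.19 and 11.1 CPM. *TPD1* (AT4G24972) stayed between 7.67 and 10.5 CPM in all 6 libraries. *TDF1* (AT3G28470) and *DYT1* (AT4G21330) were lowest among the WT libraries in WT replicate 3, *TDF1* at 4.94, 2.30 and 1.27 CPM and *DYT1* at 2.44, 1.54 and 0.0761 CPM in WT replicates 1, 2 and 3. Over all tested genes, 422 were over 4-fold above the other WT libraries in WT replicate 3, compared with 36 in replicate 1 and 33 in replicate 2. In *vip3-1*, replicate 3 had 197 genes over 4-fold above the other *vip3-1* libraries, compared with 48 in replicate 1 and 8 in replicate 2. Of the 422 genes, 111 were also over 2-fold above the other *vip3-1* libraries in *vip3-1* replicate 3. The oldest flowers left on the apices are given as stage 3 in the results text and as stage 4 in the methods.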

The fold change for each gene was expressed in the log2 scale (meaning that a factor of 1 corresponds to a twofold change). This analysis revealed defects in *FLOWERING LOCUS C* (*FLC*) expression (downregulation by a factor 4.6; Fig. S5C), as already reported (Oh et al., 2008). However, this large-scale analysis did not reveal clear-cut defects in specific flowering pathways, but global defects in the transcriptome, even if we cannot exclude any defects on specific pathways due to statistical and/or detailed annotations limitations. 

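*FLC* (AT5G10140) lies on chromosome 5 of TAIR10 from 3173497 to 3179448. Its estimated counts were 62, 52 and 98 in WT replicates 1, 2 and 3 and 3, 1 and 3 in the *vip3-1* replicates. All *vip3-1* values are at or under 3 counts and were taken as not detectable at this depth. Measured against 3 counts, the mean of 1.22 ± 0.559 CPM (SD, n = 3 libraries) in WT is at least 20.8-fold higher than in *vip3-1*. The model estimate of the log2 fold change was -4.67 (standard error 0.55, adjusted p = 0.00325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -4.90 and -4.23 when each library was left out in turn. On the log2(FPKM + 1) scale, which understates the change of low genes, it was -1.27. With the replicate number as a block it was -4.65 (adjusted p = 0.00673 in edgeR's test). The authors' deposited table gives -4.66.

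The related genes were expressed at higher levels in WT and were likewise lower in *vip3-1*. *MAF1*, also called *FLM*, had 64.2 ± 2.2 CPM (SD, n = 3) in WT and 0.111 ± 0.0934 CPM (SD, n = 3) in *vip3-1*, a log2 fold change of -9.15 (standard error 0.30). *MAF3* changed by -8.28 (standard error 0.34), *MAF5* by -4.11 (standard error 0.57) and *MAF4* by -2.36 (standard error 0.30) on the log2 scale. Adjusted p-values of these 4 genes in edgeR's test were between 0.000192 and 0.00493. For each of them, every *vip3-1* library was below every WT library, an arrangement without overlap that chance gives for 10% of genes.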

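Of the 20690 genes tested, 6354 were differentially expressed between *vip3-1* and WT at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Of these, 3031 were higher and 3323 were lower in *vip3-1*, so that 47.7% were higher (95% Wilson interval from 46.5 to 48.9%, which treats genes as independent). The authors' deposited table of Cuffdiff calls lists 4979 genes, 2405 higher and 2574 lower. Of the 4825 that could be tested with edgeR, all had the direction given by the authors and 3783 passed the threshold. With the replicate number as a block, 7388 genes were differentially expressed, 3781 higher and 3607 lower (mean correlation of same-numbered libraries 0.258). Of these, 5893 genes were shared with the fit without the block. An additional requirement of an absolute log2 fold change of at least 1 moved the total most, to 1814 genes. Without TMM normalization the share of higher genes fell to 32.2%. When single libraries were left out, the total ranged from 2725 to 7998.

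For flowering, a list of genes from the photoperiod, autonomous, vernalization, gibberellin, temperature and age pathways and their integrators was written before the data were examined. Of its 98 tested members, 39 (39.8%) were differentially expressed, compared with 30.7% of the other tested genes (odds ratio 1.49, two-sided Fisher's exact test, p = 0.0614, or 0.246 adjusted over 4 gene lists). Adjustment over the list alone gave 43 members. Among the 39 genes, 17 were higher and 22 were lower in *vip3-1*. The mean log2 fold change of the list differed from that of the other genes by -0.36 (adjusted p = 0.186 over the 4 lists, two-sided camera test of limma), and the median log2 fold change of its members was -0.064. With only genes that had at least 10 counts in every library, a filter that removes genes nearly silent in *vip3-1* such as *FLC*, the difference was -0.11 (adjusted p = 0.683 in limma's camera test). With the replicate block, 45 members were differentially expressed (odds ratio 1.53, Fisher's exact test, p = 0.0440, or 0.176 adjusted), the difference was -0.38 and the adjusted p of limma's camera test was 0.0161. The list includes 5 Paf1c genes, *VIP3* itself among them, all differentially expressed, and it shares 12 tested genes with the MADS-box family, of which 9 were differentially expressed. In alternatives chosen after seeing the data, 34 of 93 members were differentially expressed without the Paf1c genes (36.6%, Fisher's exact test, p = 0.217). Without the genes shared with the MADS-box family the odds ratio was 1.21 (Fisher's exact test, p = 0.413), and the difference was -0.025 (adjusted p = 0.901 in limma's camera test). Genes are not independent replicates, so these p-values describe the list.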

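The MADS-box family was listed by gene symbol, and 48 of its 99 listed genes had enough counts to be tested. Of these, 17 were differentially expressed in *vip3-1*, 5 higher and 12 lower, whether p-values were adjusted over all genes or over the family alone. This share of 35.4% compared with 30.7% of the other tested genes (odds ratio 1.24, two-sided Fisher's exact test, p = 0.531, or 0.646 adjusted over 4 gene lists). The family's mean log2 fold change differed from that of the other genes by -0.77 (adjusted p = 0.0270 over the 4 lists, two-sided camera test of limma). With the replicate number as a block, 18 members were differentially expressed (odds ratio 1.08, Fisher's exact test, p = 0.880), the difference was -0.74 and the adjusted p of limma's camera test was 0.000221 (correlation of same-numbered libraries 0.258). With only genes that had at least 10 counts in every library, a filter that removes genes nearly silent in *vip3-1*, the difference was -0.15 (adjusted p = 0.478 in limma's camera test). Without the 12 tested genes that are also in the flowering-time list, among them *FLC* and its relatives, an alternative chosen after seeing the data, 8 of the other 36 members were differentially expressed (odds ratio 0.64, Fisher's exact test, p = 0.366) and the difference was -0.096 (adjusted p = 0.901 in limma's camera test).

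*AGL31* (AT5G65050, chromosome 5, 25982254 to 25986326 of TAIR10) had 78.2 ± 5.18 CPM (SD, n = 3 libraries) in WT and 5.12 ± 1.01 CPM (SD, n = 3) in *vip3-1*, a log2 fold change of -3.93 (standard error 0.16, adjusted p = 0.000192 from edgeR's quasi-likelihood test). *AGL71* (AT5G51870, chromosome 5, 21085462 to 21088004) rose from 1.41 ± 0.221 to 10.4 ± 3.81 CPM (SD, n = 3 each), a log2 fold change of 2.89 (standard error 0.30, adjusted p = 0.00224 from edgeR's test). Both genes kept their direction and an adjusted p-value under 0.05 in all 14 alternatives, which include each fit without 1 library. *AGL77* (AT5G38740, chromosome 5, 15513025 to 15514305) had 13, 19 and 369 estimated counts in WT replicates 1, 2 and 3 and 16, 8 and 8 in the *vip3-1* replicates. Its log2 fold change was -3.57 (standard error 1.44, adjusted p = 0.102 from edgeR's test), and it was -0.30 without WT replicate 3 and -1.95 with the replicate block (adjusted p = 0.311). DESeq2, run without its check for outlying counts, gave an adjusted p of 0.00962, the only 1 of the 13 alternatives to pass 0.05. The adjusted p-values of the alternatives ranged from that value to 0.677.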

Genes from the same family (e.g. MADS) displayed either reduced (e.g. *AGL31*, *AGL77*) or enhanced (e.g. *AGL71*) mRNA accumulation in *vip3-1* (Fig. S5C). 

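*ULT2* (AT2G20825) lies on chromosome 2 of TAIR10 from 8965756 to 8966867. Its estimated counts were 7, 6 and 589 in WT replicates 1, 2 and 3 and 15, 15 and 38 in the *vip3-1* replicates. The mean was 3.80 ± 6.41 CPM (SD, n = 3 libraries) in WT and 0.443 ± 0.260 CPM (SD, n = 3) in *vip3-1*, and the log2 fold change was -3.09 (standard error 1.76, adjusted p = 0.215 from edgeR's quasi-likelihood test), with a pooled SD of log2 CPM between replicates of 2.64. Without WT replicate 3 the log2 fold change was 2.1 (adjusted p = 0.0404 in edgeR's test, the lowest of the 13 alternatives, which ranged up to 0.824), and with the replicate number as a block it was -0.71 (adjusted p = 0.718 in edgeR's test).

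*CLV3* (AT2G27250, chromosome 2, 11664986 to 11665769) had 3.29 ± 0.564 CPM (SD, n = 3) in WT and 16.5 ± 4.57 CPM (SD, n = 3) in *vip3-1*, a log2 fold change of 2.33 (standard error 0.23, adjusted p = 0.00201 from edgeR's test). *PAN* rose from 113 ± 12.1 to 241 ± 13.4 CPM, by 1.09 on the log2 scale (standard error 0.097). *HAM3* rose from 24.4 ± 1.35 to 51.7 ± 3.16 CPM, by 1.08 (standard error 0.077). *ERL1* changed by 0.82 (standard error 0.13), from 135 ± 21.9 to 239 ± 23.1 CPM. *PHB* changed by 0.57 (standard error 0.10), from 154 ± 19.1 to 229 ± 5.84 CPM (SD and n = 3 libraries for each of these means). Adjusted p-values of these 4 genes in edgeR's test were between 0.000850 and 0.00945. For *CLV3* and these 4 genes every *vip3-1* library was above every WT library. All 14 alternatives set before the data were examined kept the direction and an adjusted p-value under 0.05. These alternatives refit the same libraries, so they cannot tell a change within cells from a larger share of meristem in the *vip3-1* apices. Of 16 meristem and flower primordium genes, *CLV3* among them, 13 were called, 12 of them higher (median log2 fold change 0.38).

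**Figure D1:**
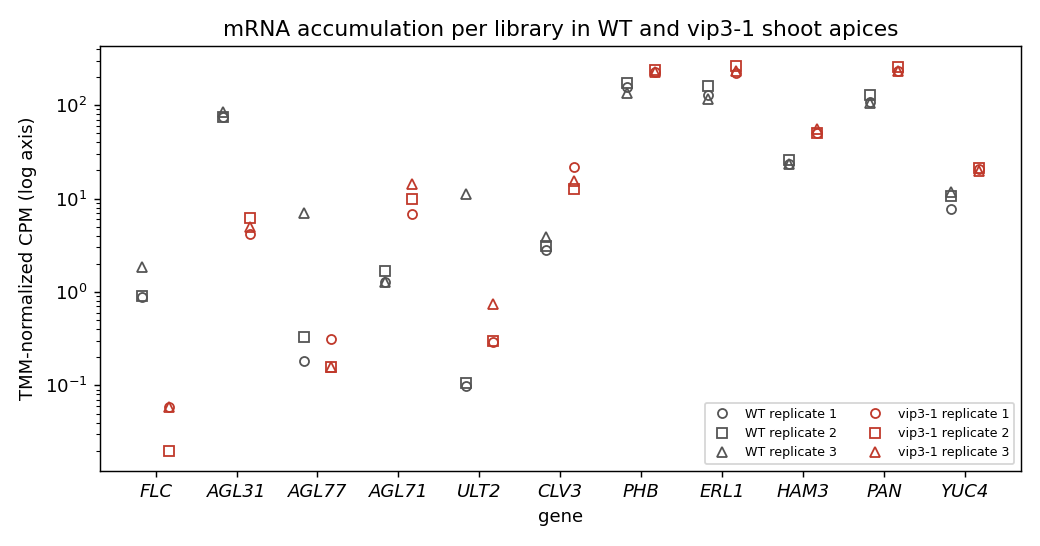
TMM-normalized CPM (log axis) of each gene in the 3 WT libraries (grey) and the 3 *vip3-1* libraries (red), with 1 symbol per library and its shape giving the replicate number. *ULT2* and *AGL77* are high in WT replicate 3 alone (589 and 369 estimated counts), whereas the genotypes are separated in every library for *CLV3*, *PHB*, *ERL1*, *HAM3* and *PAN*.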

A few putative regulators of *WUS*, such as *ULT2*, exhibited a significant decrease in mRNA accumulation (by a factor of 3.1), whereas *CLV3* mRNA accumulation was higher (by a factor of 2.4) in *vip3-1* (Fig. S5C)*.* Other putative regulators such as *PHB*, *ERL1*, *HAM3* and *PAN* also show higher mRNA accumulations but with lower rates (by factors of 0.6, 0.8, 1 and 1.1, respectively; Fig. S5C). Similarly, we also found that hormone signaling pathways were affected, albeit without any clear-cut, specific trend. Yet, expression of genes involved in both auxin and cytokinin pathways seemed to be affected (Fig. S5D). Such data are consistent with previously reported phyllotactic defects in *vip3* (Fal et al., 2017) and with more recent data on hormonal control of floral determinacy (Yamaguchi et al., 2018; Zhang et al., 2018) as well as with the indeterminacy defects reported here. 

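The auxin and cytokinin pathways were examined with lists of gene families by symbol, written before the data were examined. Among 116 tested auxin genes, 39 (33.6%) were differentially expressed, 28 higher and 11 lower in *vip3-1*, and adjustment over the list alone gave 43. The share among the other tested genes was 30.7% (odds ratio 1.14, two-sided Fisher's exact test, p = 0.482, or 0.646 adjusted over 4 gene lists). The auxin genes' mean log2 fold change was 0.18 above that of the other genes (adjusted p = 0.0270 over the 4 lists, two-sided camera test of limma), with single genes between -1.72 and 3.62. Among 50 tested cytokinin genes, 17 (34.0%) were differentially expressed, 12 higher and 5 lower, and the odds ratio was 1.16 (Fisher's exact test, p = 0.646). Their mean log2 fold change was 0.21 above that of the other genes (adjusted p = 0.0793 in limma's camera test), with single genes between -0.94 and 1.83.

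With the replicate number as a block (correlation of same-numbered libraries 0.258), 48 auxin genes were differentially expressed (odds ratio 1.27, Fisher's exact test, p = 0.207, adjusted camera p = 0.0161) and the cytokinin count stayed at 17 (odds ratio 0.93, Fisher's exact test, p = 0.883, adjusted camera p = 0.0477). Without TMM normalization the auxin odds ratio was 0.83, so the share of affected auxin genes was then below that of the other genes, with no difference past the threshold in Fisher's exact test (p = 0.432). The cytokinin odds ratio also lay under 1 with DESeq2 (0.96) and without a filter on low counts (0.92).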

Note that RNA-seq data obtained previously on *vip3* seedlings also reflects such genomewide alteration, without clear-cut targets (Oh et al., 2008). Together, these data are consistent with the hypothesis that the *vip3* mutant does not affect specific pathways, but instead increases transcriptional noise, as assessed in yeast (Ansel et al., 2008). 

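Each library was made from many apices, so the spread between replicates does not resolve single cells or single apices. Over the 20690 tested genes, the median SD of log2 CPM between the 3 libraries of a genotype was 0.174 in WT and 0.111 in *vip3-1*. The median log2 ratio of these SDs, *vip3-1* over WT, was -0.59, and 31.9% of the genes had the larger SD in *vip3-1*. edgeR's common dispersion was 0.0770 in the WT libraries alone and 0.0219 in the *vip3-1* libraries alone. Without WT replicate 3, the ratio was 0.68 and the WT dispersion 0.0162. An SD of 2 libraries is smaller in the median than an SD of 3, and with equal spreads the ratio would then be 0.29. Without each of the other libraries the ratio stayed between -1.11 and -0.64. Without replicate 3 of both genotypes, which leaves 2 libraries in each, the ratio was 0.11. With at least 100 counts required in every library, it was -0.65. Of the 4 ways to split the libraries that part all 3 same-numbered pairs, with the genotype means removed, the real one had the ratio farthest from 0, and 4 of all 10 splits had one as far from 0.

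**Figure D2:**
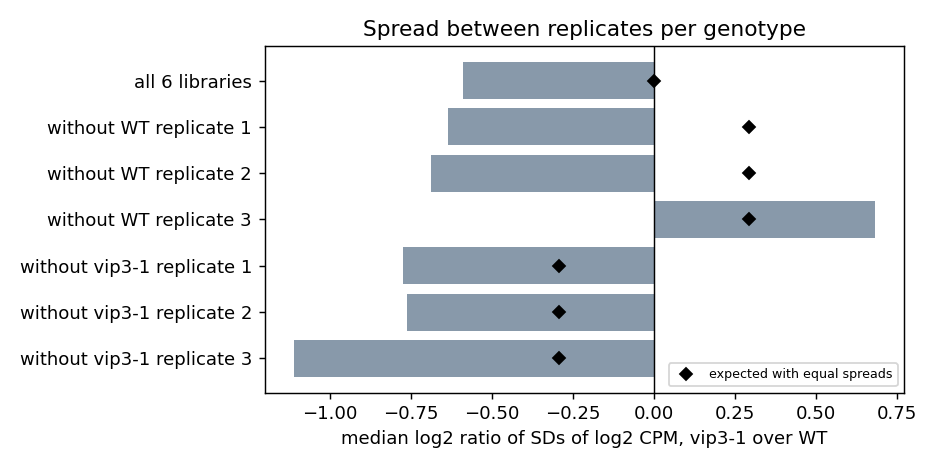
Median over 20690 genes of the log2 ratio of the SD of log2 CPM between replicates, *vip3-1* over WT, with all 6 libraries and with each left out in turn (bars). Diamonds give the ratio expected with equal spreads in both genotypes. The bar is at -0.59 with all libraries and at 0.68 without WT replicate 3.

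From these data and earlier RNA-seq of *vip3* seedlings, the paper proposes, as a hypothesis and with reference to work in yeast, that *vip3* raises transcriptional noise and leaves specific pathways unaffected.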

Ideally, single-cell RNA-seq analyses would provide quantitative data on transcriptional noise in plants. These results thus call for gene-by-gene analysis of expression patterns of specific regulators of stem cell maintenance and flower termination.

### Development of supernumerary organs results from the prolonged maintenance of stem cells in the center of the flower

Because our phenotypic analysis suggested that the *vip3* indeterminacy phenotype was caused by prolonged maintenance of stem cells in flowers, we focused our analysis on the integrator of stem cell maintenance and flower termination, *WUS*. Using *in situ* hybridization, we observed a bright and localized signal in the organizing center of wild-type SAM and young flowers until stage 5 or 6 (*N*_WT_=34 flowers; Fig. 3A) (Mayer et al., 1998). In *vip3*, we observed some flowers with a similar pattern, but others with more variable patterns. In particular, we detected *WUS* expression at the center of flowers at a much later stage than in the wild type (Fig. 3A; Fig. S6B), which is consistent with the indeterminacy phenotype. The *WUS* expression domain was also much broader than that of the wild type in certain *vip3* flowers (*N_vip3-1_*=30 flowers, *N_vip3-2_*=45 flowers; Fig. 3A; Fig. S6). To account for this variability in the spatial domain of *WUS* mRNA accumulation in *vip3*, we distinguished different types of patterns: the wild type displayed a single robust pattern, but the *vip3* mutant exhibited either a normal *WUS* expression domain (in 51 out of 73 meristems) or a larger and deeper *WUS* expression domain (in 22 out of 73 meristems; Fig. S6C). To further confirm these trends, we next analyzed the expression of *WUS* in a line expressing a fluorescent tag under the control of *WUS* promoter *pWUS::3xVENUS-N7* (Pfeiffer et al., 2016). The fluorescent pattern was wider in both wild-type and mutant flowers, as compared with our *in situ* hybridization data. Wider *pWUS::GFP* expression domains in the wild type have already been reported (Gordon et al., 2009). Nevertheless, we clearly observed an even wider expression of *WUS* in *vip3* flowers compared with wild-type flowers (*N*_WT_=94 flowers, *N_vip3-1_*=58 flowers; Fig. 4A). Quantification of the area of *WUS* expression revealed it to be up to two times larger in *vip3* than in the wild type (Fig. 4B). The coefficient of variation of *WUS* expression area was also significantly increased in *vip3* (Fig. S7A). Quantification of the average fluorescence intensity suggested a mild reduction in *WUS* promoter activity in *vip3*, although this might reflect a larger gradient domain (Fig. 4C). Based on both *in situ* hybridization data and fluorescent reporter lines, the *WUS* expression domain appeared variable and rather enlarged in *vip3*. As ectopic expression of *WUS* in flowers is also known to generate extra organs in the center of the flower (Lenhard et al., 2001), our data are consistent with the macroscopic indeterminacy phenotype in *vip3*. Note that we could not detect a significant effect of *vip3* mutation on the *CLV3* spatial expression domain by *in situ* hybridization. Yet, *CLV3* expression seemed to be maintained at later flower stages than in the wild type (in 6 out of 15 flower meristems beyond stage 6; *N*_WT_=10 meristems, 12 flowers; *N_vip3-1_*=9 meristems, 14 flowers; *N_vip3-2_*=5 meristems, 5 flowers; Fig. S8). This is consistent with an overall delay in flower termination.

**Fig. 3.**
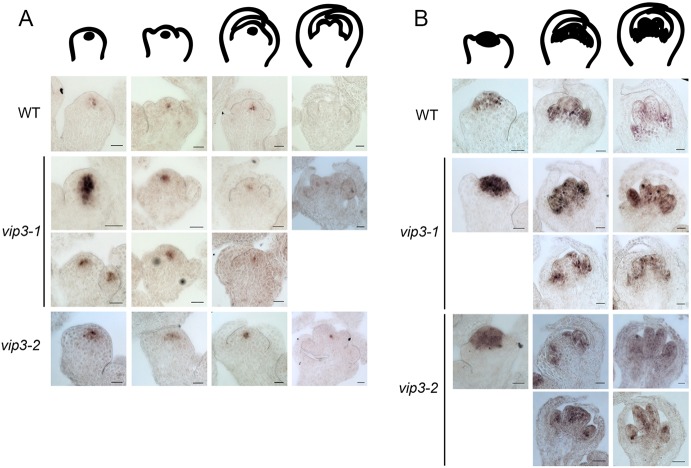
**Expression patterns of *WUS* and *AG* in *vip3* flowers.** Representative *in situ* hybridization of (A) *WUS* (*N*_WT_=34 flowers, *N_vip3-1_*=30 flowers, *N_vip3-2_*=45 flowers) and (B) *AG* (*N*_WT_=33 flowers, *N_vip3-1_*=35 flowers, *N_vip3-2_*=12 flowers) transcripts in wild-type and *vip3* (*vip3-1* and *vip3-2*) flowers at four or three different developmental stages (as represented by the drawings). Plants for hybridization were grown in short day conditions at 21°C then continuous light at 16°C (as in Fig. 1). Scale bars: 20 μm.

**Fig. 4.**
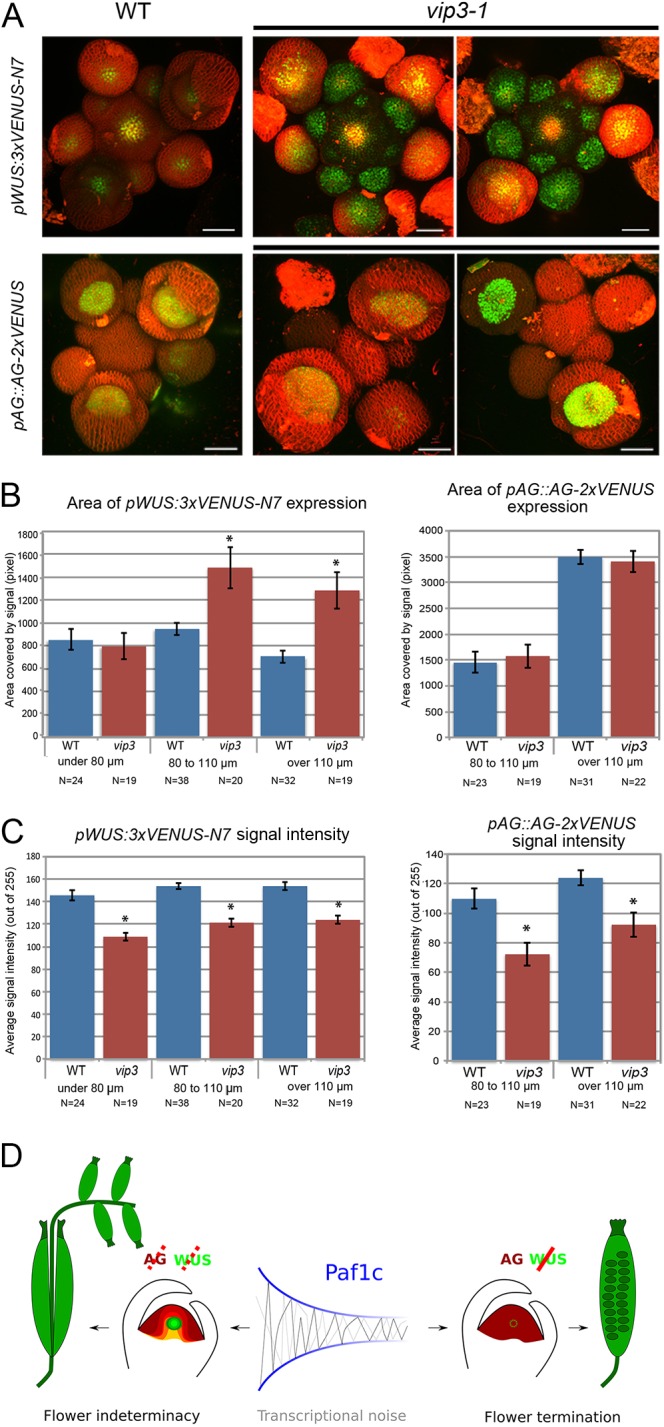
**Expression of *WUS* and *AG* reporter lines in *vip3* flowers.** (A) Representative wild-type and *vip3-1* inflorescence meristems expressing *pWUS::3xVENUS-N7* (*N*_WT_=94 flowers, *N_vip3-1_*=58 flowers) and *pAG::AG-2xVENUS* (*N*_WT_=54 flowers, *N_vip3-1_*=41 flowers) reporters, labeled with FM4-64. (B) Area of *pWUS::3xVENUS-N7* (left) and *pAG::AG-2xVENUS* (right) expression in wild-type and *vip3-1* flowers of different size (<80, 80-110 and >110 µm). Flower diameter was calculated as described in Materials and Methods. (C) Average signal intensities (mean±s.e.m.) for *pWUS::3xVENUS-N7* (left) and *pAG::AG-2xVENUS* (right) in wild-type and *vip3-1* flowers of different size (<80, 80-110 and >110 µm). Results were considered significant when *P<0.05% by the two-tailed Student’s test. (D) VIP3 contributes to the robustness of flower meristem termination. Scale bars: 50 μm in A.

### Mutation in *VIP3* results in a lower expression of AG in the center of the flower

Given that the *vip3* indeterminacy phenotype is strong and variable, and that it is associated with perturbed stem cell maintenance control, we analyzed expression of *AGAMOUS* (*AG*), the primary regulator of stem cell arrest in the flower. Analysis of the *AG* mRNA pattern through *in situ* hybridization revealed the expected pattern in the wild type, with strong accumulations in floral whorls 3 and 4, prior to the emergence of stamens and carpels (*N*_WT_=33 flowers; Fig. 3B). Similar patterns were also observed in certain *vip3* flowers, but *AG* mRNA accumulation appeared much reduced in the center of whorl 4 in other flowers (*N_vip3-1_*=35 flowers, *N_vip3-2_*=12 flowers; Fig. 3B). To further confirm this result, we generated a fluorescently tagged version of AG under its own promoter (*pAG::AG-2xVenus*) and analyzed its expression profile. These data confirmed the results from the *in situ* hybridizations, and also showed a globally reduced level of AG in certain *vip3* flowers (*N*_WT_=54 flowers, *N_vip3-1_*=41 flowers; Fig. 4A,C). AG signal intensity was also more variable in *vip3* (Fig. S7B). The global area of AG expression was not significantly different in *vip3* and the wild type, consistent with the observations that the contours were not strongly affected and that only the center of flower exhibited defects in AG expression (Fig. 4B). Together, these results show that defects in Paf1c-dependent control of transcriptional noise lead to a delay in flower termination, notably through *AG* and *WUS* (Fig. 4D).

## DISCUSSION

We have uncovered a strong floral indeterminacy phenotype in *vip3*. Flower development is usually considered to be highly robust in *A. thaliana*. Nonetheless, chimeric flowers can be produced at low frequency (Hempel and Feldman, 1995). Such flowers result from primordia exhibiting the features of both flowers and paraclades (lateral flowering shoot). Here, *vip3* flowers develop normally (in terms of identity) but a variable proportion do not stop producing organs beyond stage 6, resulting in short and bumpy siliques up to completely open siliques containing a full inflorescence. Most indeterminacy phenotypes reported so far result in the production of extra floral organs, mostly carpels and stamens, rarely petals except in strong *ag* mutants that reiterate complete flowers (Bowman et al., 1989; Prunet et al., 2009). Thus, in mutants with weaker phenotypes than that of *vip3*, floral meristem identity is never, or extremely rarely, lost. The only cases where a full new inflorescence was reported is in *clv1-4* ﬂowers where, in rare cases, a new inﬂorescence with developing ﬂowers emerges from the gynoecium (Clark et al., 1993). Although this new inflorescence is obtained through gain of function, the *p35S::XAL2* line, in which the MADS box transcription factor XAL2/AGL14 is overexpressed, also displays major indeterminacy defects that resemble those of *vip3* mutants (Pérez-Ruiz et al., 2015). Our results in *vip3* mutants suggest that full reversion might be reachable through a more global perturbation of transcription. This calls for a more systemic investigation of the molecular players behind floral indeterminacy. In fact, these results also question the limits of the reductionist approach: genetic screens for floral indeterminacy did not uncover the *vip3* mutant, either because growth conditions were not appropriate or because variable phenotypes are less likely to be identified and selected.

Early stages of growth in short day conditions appeared essential to trigger the indeterminacy phenotype in *vip3*. This is consistent with the reported role of the Paf1 complex in the regulation of flowering time and *FLC* expression (Zhang et al., 2003). The results also reveal that a late phenotype (carpel differentiation) depends on very early cues during development. Our findings thus suggest that floral indeterminacy is much more plastic than anticipated, integrating the larger plant status early in development. The indeterminacy defects are not detected in long day conditions, but are observed in short day or continuous light conditions. Given that the latter growth conditions enhance meristem size (Landrein et al., 2015), it is possible that a threshold in meristem size is required for the indeterminacy phenotype to exist. In this respect, cytokinins are likely to play a strong integrator role, given their known impact on the regulation of *WUS* expression and meristem size (Pfeiffer et al., 2016; Landrein et al., 2018). Beyond cytokinins, the larger hormonal network is probably involved. For instance, in our RNA-seq analysis, we also found that YUC4, a target of AG and CRC (Yamaguchi et al., 2018), was downregulated in *vip3-1*. It remains to be shown whether such conclusions apply to other species; data in Impatiens balsamina suggest that it is the case (Pouteau et al., 1997).

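*YUC4* (AT5G11320), which encodes an enzyme of auxin synthesis, lies on chromosome 5 of TAIR10 from 3611247 to 3613361. Its estimated counts in the shoot apex libraries were 541, 608 and 617 in WT replicates 1, 2 and 3 and 1081, 1083 and 1020 in *vip3-1* replicates 1, 2 and 3. After TMM normalization the means were 10.0 ± 2.11 CPM (SD, n = 3 libraries) in WT and 20.8 ± 0.713 CPM (SD, n = 3) in *vip3-1*. The log2 fold change, *vip3-1* over WT, was 1.05 (standard error 0.16, adjusted p = 0.00627 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 0.89 and 1.18 when each library was left out in turn, and it was 1.07 with the replicate number as a block. With limma on all genes' log2(FPKM + 1) the adjusted p was 0.0539, the highest of the 14 alternatives, which ranged down to 5.78e-08. The authors' deposited table lists *YUC4* with a mean FPKM of 8.00 in WT and 16.6 in *vip3-1*, a log2 fold change of 1.05.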

As *AG* is deregulated in *vip3* mutants, our study also introduces Paf1c as a new player in the flower termination pathway. The use of lines expressing the antisense *AG* RNA gave a range of phenotypes, spanning from a weak indeterminacy phenotype (normal flower with few extra organs developing inside the primary carpels) to the canonical *ag* phenotype ([sepals-petals-petals]*n*), each category corresponding to a lower level of endogenous *AG* expression (Mizukami and Ma, 1995). In *vip3*, we observed weaker AG expression in the floral domain that corresponds to the fourth whorl subdomain that develops carpel margins and placenta. The reduced AG level in *vip3* might be consistent with the reported increase in H3K27me3 over the *AG* region in the mutant (see figure S4 in Oh et al., 2008). Our study thus opens the possibility that part of the plasticity in carpel development relies on Paf1c-dependent *AG* expression.

Our results echo the rising role of incomplete penetrance in developmental plasticity. Incomplete penetrance is intrinsically caused by random fluctuations in gene expression (Raj and van Oudenaarden, 2008). Such variability contributes to cell fate specification in multicellular organisms (Chang et al., 2008; Hume, 2000; Wernet et al., 2006). The existence of such variability could lead to incoherencies in gene networks; yet it can also provide a way for the network to become less sensitive to environmental fluctuations. In other words, cells can still retain the ability to acquire alternative fates, despite the channeling effect of environmental cues (Hart et al., 2014). Interestingly, we find that the *vip3* indeterminacy phenotype occurs when *WUS* expression slowly decreases in wild-type flowers. Gene expression fading (in and out) and low levels of gene expression might represent weak points in gene networks, as variability in gene expression (area, intensity and duration) in such instances can have more pronounced effects. Conversely, the gene regulatory network often promotes clear-cut expression patterns (both in space and time) and this could limit the presence of such weak points. It appears surprising that a developmental switch as important as the decision to stop or maintain stem cells in a flower relies on such a robust Boolean control, yet our results in the *vip3* mutant suggest that increased transcriptional noise is sufficient to induce indeterminacy. This calls for an analysis of the adaptive benefits of such a weak control. One could speculate that the number of fruits and seeds would be increased via this unusual prolongation of floral stem cell competence, as observed in other species (Tooke et al., 2005).

## MATERIALS AND METHODS

### Plant lines

All procedures were performed on plants from the Col-0 ecotype. The *pWUS::3xVENUS-N7* reporter lines (Pfeiffer et al., 2016) and T-DNA insertion lines *vip3-1* (salk139885) and *vip3-2* (salk083364) were used for this study (genotyping primers are listed in Table S1). To generate the *pAG::AG-2xVenus* line, we used a fragment of genomic *AG* from Col-0, containing 2655 bp of upstream sequence, the 1061 bp 5′UTR (which includes intron 1) and 4241 bp from start to stop (which includes the 2999 bp second intron), amplified with the pPD381 and pPD413 primers (see Table S1) and transferred with *Xma*I digestion in BJ36 containing 2xVenus fluorescent reporter. BJ36 with 2xVenus was obtained from pCS2-Venus with pPD441 and pPD442 primers (see Table S1) adding 5xAla at the beginning of Venus and transferred twice in BJ36 through *Bam*HI and *Xma*I digestion. The *pAG::AG-2xVenus* obtained fragment was transferred in *pART* (a kanamycin-resistant vector) with *Xma*I digestion and then transformed in Col-0 plants using *Agrobacterium tumefaciens*.

### Growth conditions

In ‘short day’ conditions, plants were grown under a 8 h (21°C)/16 h (15°C) light/dark period. In ‘long day’ conditions, plants were grown under a 16 h (21°C)/8 h (19°C) light/dark period. In continuous light conditions, plants were grown under continuous light at 16°C or 21°C. In ‘short day then long day or continuous light conditions’, plants were first grown for 3 weeks in short day conditions and then transferred to long day or continuous light conditions.

### RNA-seq analysis of *vip3* shoot apices

*vip3-1* and Col-0 shoot apices (from plants grown in short day conditions at 21°C then continuous light at 16°C) were dissected by removing flowers older than stage 4. Samples were collected into liquid nitrogen-cooled Eppendorf tubes directly after dissection, each tube containing between 30 and 35 apices, 6 samples for each genotype. RNA extraction was performed using the PicoPure RNA Isolation Kit Arcturus (ThermoFisher, KIT0204) with an on-column DNase treatment (Qiagen, catalog#79254). After elution, two samples were combined together, obtaining the final technical triplicates for each genotype. RNA concentrations in the samples were measured by Bioanalyser (Plant RNA Nano Assay, Agilent Technologies, Chip priming station number 5065-4401, 16-pin bayonet electrode cartridge, order number 5065-4413) and sent for sequencing. Total RNA libraries preparation, Illumina sequencing and initial data analysis were performed by Fasteris (HiSeq instrument, Basecalling pipeline, HiSeq Control Software HD 3.4.0.38, analysed with Expression_mRNA_tuxedo). Adapter trimming was with Trimmomatic, a flexible read trimming tool for Illumina NGS data (Bolger et al., 2014). Mapping was with BOWTIE 2.0.5 (Langmead et al., 2009), TOPHAT 2.0.6 (tophat.cbcb.umd.edu/) and SAMTOOLS 1.2 (www.htslib.org/). The reference genome was *Arabidopsis thaliana* Ensembly TAIR10, from iGenome. Expression estimation, normalization and comparison was carried out using CUFFLINKS v2.1.1 (cufflinks.cbcb.umd.edu/).

### Histological sections and *in situ* hybridization

The *in situ* hybridization on paraplast-embedded tissues was performed as described (Vernoux et al., 2011). Shoot apices were sectioned into slices 8 μm thick. The probes for the coding regions of *WUS* and *AG* were amplified with specific primers (listed in Table S1), where the T7 promoter sequence was added to the reverse primer. PCR products were further purified with the QIAquick PCR Purification Kit (Qiagen ID 28106). *In vitro* transcription and DIG labeling of the probes were performed with the T7 RNA polymerase (Promega, P2077) and DIG RNA Labeling Mix (Roche 11277073910). For histological sections, late flowers (stage 15-16) were harvested and paraplast-embedded following the same protocol. After sectioning, paraffin removal and rehydration, the samples were stained with 0.1% toluidine blue solution. Images were acquired using the Zeiss Imager.M2 microscope (20× and 40× objectives) and the Axiocam 503. Results were obtained in triplicates (three independent rounds of *in situ* hybridizations, from independently grown plant populations).

### Confocal laser scanning microscopy and image analysis

Dissected meristems and plants grown *in vitro* were imaged with a water dipping lens (25×, NA=0.8) using a SP8 confocal microscope (Leica, Germany) to generate a stack of optical sections with an interval of 0.2 μm between slices. The membranes were stained with FM4-64. Image analysis was performed using the Fiji software (fiji.sc/wiki/index.php/Fiji). The fluorescence intensity and size of the fluorescent area were extracted from the maximum projections of the image stacks of each individual flowers using the ROI tool. For smaller flowers, about 280 slices were imaged, representing a stack 56 μm thick; for older flowers, about 430 slices were imaged, representing a stack 87 μm thick. Average diameter of the flowers was calculated by tracing four lines between the edges of a flower, crossing in the center with a 45° angle between each pair of lines. The extracted ROI values were further analyzed using Microsoft Excel. Statistical analysis was performed using either Microsoft Excel or R softwares. The two-tailed Student’s test was used to compare means of independent biological replicates. Results were obtained in triplicates (three independent rounds of imaging sessions, from independently grown plant populations).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

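RNA-seq was compared between shoot apices of WT and *vip3-1* plants, with 3 libraries per genotype, each made from RNA of 2 tubes of 30 to 35 apices. The authors trimmed adapters with Trimmomatic, mapped reads to Ensembl TAIR10 with TopHat and Bowtie, and ran Cufflinks and Cuffdiff. The deposited table of estimated counts holds a number of fragments per gene and library that the authors did not scale for library size. The deposited FPKM table holds the authors' fragment numbers scaled by transcript length and by the number of mapped fragments. A deposited table of the authors' Cuffdiff comparison gives, for the 4979 genes that they called, mean FPKM values, the log2 fold change of *vip3-1* over WT, a test score, a p-value and a q-value, all as the authors computed them. The strand setting, the read layout and the way in which fragments were assigned to overlapping genes are not named in the paper's text. The data supplied with Fig. S5 were not used here.

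The count and FPKM tables hold 33554 genes, of which 6919 had no count in any library and 32807 were matched by identifier to the reference gene table. The plan made before the data were examined took the values for whole counts. In the table, 1.47% of the values, in 1059 genes, are not whole numbers, so they are estimated counts and were rounded before testing. Libraries held between 50040047 and 69033269 counts in WT (median 55519814) and between 51944080 and 53519921 in *vip3-1* (median 53165839). Genes at or under 3 counts in every library of a genotype were taken as not detectable there, and folds against them are lower bounds. This bound covers counting error only.

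Genotypes were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, the genotype as the only factor, the quasi-likelihood F-test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p-value under 0.05. Standard errors of log2 fold changes were the absolute log2 fold change divided by the square root of F. CPM are counts scaled by the library size after TMM normalization. Gene lists were compared with the other tested genes by Fisher's exact test for the share of called genes and by camera from limma 3.58.1 for the direction, with an inter-gene correlation of 0.01, and p-values were also adjusted over the 4 lists. The spread between replicates was the SD of log2 CPM with a prior count of 2, and the dispersion was estimated by edgeR for each genotype alone. Figures and tables were made with python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

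The replicate numbers come from the sample labels, which number the libraries of each genotype, and the paper does not state that same-numbered libraries were grown or harvested together. The replicate number was therefore a block in an alternative fit, whose value stands beside that of the fit without it. Among replicates of the same genotype, no library was a copy of another, with chi-square values per degree of freedom between 22.6 and 138.

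The MADS-box, auxin, cytokinin and flowering-time lists, the 3 marker lists, the rule for named genes and most alternatives were set before the data were examined. The phosphate and salicylic acid lists were written after genes of these responses had been seen among the ranked genes. Named genes are those the paper names from its RNA-seq, *VIP3* and the other Paf1c genes, the flower termination genes that the paper discusses, the other genes of the *FLC* clade, and, picked from the results by the rule, the 5 largest rises and 5 largest falls among called genes with a mean log2 CPM of at least 1 and no overlap between genotypes. Alternatives were DESeq2 1.42.0 with its size factors, library sizes without TMM, no filter on low counts, at least 10 counts in every library, the replicate block, limma on the deposited FPKM with pseudocounts of 1 and 0.1 and without a filter, an absolute log2 fold change of at least 1, an adjusted p-value under 0.01, list members with a mean log2 CPM of at least 1, and each library left out in turn. DESeq2 was run without its check for outlying counts and without its independent filtering. The spread was also computed with a prior count of 0.5, at least 100 counts in every library, DESeq2's size factors and FPKM. Voom with sample quality weights, genes with whole counts alone and robust quasi-likelihood were chosen after seeing the data, as were the 4 lists without Paf1c genes and without members shared with another of the lists. So was the value of the spread expected with equal spreads when 2 libraries are compared with 3.

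The fits were tested on simulated counts for 20690 genes, of which 200 were changed. edgeR recovered 80.0% of the changed genes with 10 false calls, and DESeq2 recovered 82.0% with 43 false calls. Here both genotypes had the same dispersion and no library was made to stand apart. The real libraries had dispersions of 0.0770 in WT and 0.0219 in *vip3-1*, and 6354 genes were called. The simulated rates therefore need not hold for the real calls. The spread measure returned a log2 ratio of 1.00 when the dispersion was made 4 times larger in 1 group.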

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

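Every test in this part was chosen after the result was seen. The list of genes of older flowers was written before the data were examined, whereas the phosphate list was written after genes of that response had been seen among the largest changes.

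Genes of older flowers were high in WT replicate 3, a library that stands apart from the other WT libraries for these genes. The median log2 excess of 23 list members over WT replicates 1 and 2 was 2.04, and 0 of 10000 random lists of similar expression had a median as high. A candidate explanation is RNA from flowers older than the dissection limit in this library. Several technical explanations were tested. After thinning to equal totals the excess was 1.96, and after removing the median per bin of GC content and gene length it was 1.95. On log2(FPKM + 1) it was 1.32. Of the 23 members, 22 have whole counts, so a restriction to these (2.08) could hardly move the median and does not test for reads shared between overlapping genes. The 10 largest genes took 2.58% of this library's counts. *VIP3* had 40.1 CPM in it, close to the other WT libraries, which goes against an exchange of genotypes. In *vip3-1* replicates 1 and 2 the median excess of the list over the other *vip3-1* libraries was 0.23 and -1.10. In *vip3-1* replicate 3 it was 0.17, not the highest of the *vip3-1* libraries, and 114 of 10000 random lists had one as high. This library had 197 genes over 4-fold above the other *vip3-1* libraries, and 111 of the 422 genes over 4-fold above in WT replicate 3 were over 2-fold above in it. Across genes, which are not independent replicates, the deviations of the third replicates had a correlation of 0.367, compared with 0.217 and 0.190 for the first and second replicates. The excess in WT replicate 3 cannot be told apart from a batch shared by the third replicates, or from reads shared between overlapping genes.

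Phosphate starvation genes, which the paper does not discuss, were higher in *vip3-1*. Of 24 tested members of a list of genes not seen among the ranked genes when it was made, apart from *IPS1*, which is also among the 5 largest rises, 23 had a positive change and 17 were called, all higher. The median log2 fold change was 1.08, and 0 of 10000 random lists had a median as high. It was 1.15 without WT replicate 3, 1.06 after removing GC content and length, 1.06 after thinning to equal totals and 0.99 with library sizes in place of TMM. All 24 members have whole counts, so a restriction to such genes leaves the median at 1.08 and does not test for reads shared between overlapping genes. In 17 of the 24 genes the libraries of the genotypes did not overlap, where 10% is expected without any genotype effect. As 9327 of the 20690 tested genes had an unadjusted p under 0.05 in edgeR's test, that baseline does not set this list apart. A response of the mutant to phosphate may explain the rise of these genes. It cannot be told apart from a difference in growth or harvest between the genotypes, or from reads shared between overlapping genes.

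AT3G41768, which the reference table gives as a ribosomal RNA gene, was listed at 0 in all WT libraries and had a mean of 173 CPM in *vip3-1*. All 4 ribosomal RNA genes in the table were listed at 0 in every WT library. This could come from the authors' counting or filtering of such reads, which the value of 4 genes does not settle, and no biological explanation was tested.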

How the results depend on the processing

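All 14 alternatives set before the data were examined kept the direction and the call of *AGL31*, *AGL71*, *CLV3*, *PHB*, *ERL1*, *HAM3*, *PAN* and *VIP3*, and so did the 13 in which *FLC* was tested. None of the alternatives set beforehand reversed the direction of a gene list against the other genes in camera's test. The causes of the changes below were not tested. P-values of lists are unadjusted here unless stated.

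Against 6354 differentially expressed genes (3031 higher, 3323 lower, 47.7% higher), limma on log2(FPKM + 1) gave 3901 (1927 higher, 1974 lower, 49.4% higher), on log2(FPKM + 0.1) 4011 (1997, 2014 and 49.8%) and on unfiltered log2(FPKM + 1) 3297 (1693, 1604 and 51.3%). A log2 fold change of at least 1 gave 1814 (942, 872 and 51.9%) and an adjusted p-value under 0.01 gave 2163 (1017 and 1146). Voom with sample quality weights, chosen after seeing the data, gave 9601 (4701 higher, 49.0%). The share of higher genes was 50.3% with DESeq2, 51.2% with the replicate block and 32.2% with library sizes in place of TMM (2270 higher, 4786 lower). Across the 6 fits that each left out 1 library, totals ranged from 2725 to 7998, higher genes from 1303 to 3940, lower genes from 1422 to 4058 and the share from 46.0 to 49.3%.

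The odds ratio for the share of MADS-box genes passed 0.05 with limma on FPKM (2.59 and 2.50 with pseudocounts of 1 and 0.1, 2.04 without a filter), was under 1 with voom (0.98), and with a library left out ranged from 0.95 to 3.31, passing in 4 of 6 fits and under 1 without WT replicate 3. The MADS-box direction no longer passed with at least 10 counts in every library (-0.15) or with voom (-0.68). Without the genes shared with the flowering-time list, an alternative chosen after seeing the data, the MADS-box odds ratio was under 1 (0.64) and the direction no longer passed (-0.096). The auxin odds ratio was 0.83 with library sizes in place of TMM, passed with limma on log2(FPKM + 1) (1.57) and ranged from 1.28 to 1.60 with a library left out, passing in 1 of 6 fits. The auxin direction no longer passed with limma on unfiltered FPKM (0.099). Adjusted over the 4 lists, the auxin camera p also missed 0.05 without a filter (0.0568) and with at least 10 counts (0.0512). It also missed with limma on filtered FPKM (0.0688 and 0.0840) and without *vip3-1* replicate 1 (0.0599) or 3 (0.0776). The adjusted MADS-box camera p also missed 0.05 with library sizes (0.0535), with limma on FPKM (0.0688 to 0.105) and without *vip3-1* replicate 3 (0.0845). The cytokinin odds ratio was under 1 with DESeq2 (0.96), library sizes (0.995), no filter (0.92), the replicate block (0.93) and voom (0.84), and ranged from 0.82 to 1.66 with a library left out, passing in 0 of 6 fits and under 1 without WT replicate 3. The cytokinin direction passed with library sizes (0.21), the replicate block (0.20) and a mean log2 CPM of at least 1 (0.24), and ranged from 0.13 to 0.27 with a library left out, passing in 1 of 6 fits (without WT replicate 1). The flowering-time odds ratio passed with DESeq2 (1.56), no filter (1.96), the replicate block (1.53), limma on log2(FPKM + 1) with (1.73) and without a filter (2.22) and robust quasi-likelihood (1.51, chosen after seeing the data), and ranged from 1.35 to 2.52 with a library left out, passing in 4 of 6 fits. The flowering-time direction passed without a filter (-0.23) and with the replicate block (-0.38), and ranged from -0.40 to -0.34 with a library left out, passing in 2 of 6 fits (without WT replicate 1 and without WT replicate 3). Without the genes shared with the MADS-box list, chosen after seeing the data, the difference of means was -0.025 and camera's direction turned to higher, with a p-value of 0.901.

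The spread ratio ranged from -1.11 to 0.68 with a library left out. Common dispersion ranged from 0.0162 to 0.107 in WT and from 0.0133 to 0.0298 in *vip3-1*, and with at least 100 counts in every library it was 0.0312 and 0.0109.

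Among named genes not past the threshold, *CLV2* (-0.072), *HAM1* (-0.059) and *SYD* (-0.064) turned lower with library sizes, and with voom *CLV2* (-0.056), *HAM1* (-0.027), *CRC* (0.041) and *ULT2* (1.43) changed direction. With a library left out, *ULT2* ranged from -3.70 to 2.1, *AG* from -0.21 to 0.57, *KNU* from -1.06 to 0.91, *CLV2* from -0.056 to 0.084, *HAM1* from -0.037 to 0.097 and *SYD* from -0.051 to 0.11. Other named-gene results changed under the planned settings 36 times to weaker and 5 times to stronger, with a library left out 43 times to weaker and 2 times to stronger, and under the settings chosen after seeing the data 2 times to weaker and 4 times to stronger.

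Depth limits *FLC* in *vip3-1*, where all libraries are at or under 3 counts, and *MIF2* and *XAL2*, which had too few counts.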

Differences from the paper's values

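The log2 increase of *HAM3* was 1.08 here and 1 in the paper, a difference larger than the replicate SD of 0.083. Of the alternatives set before the data were examined, the gap was within this SD with library sizes in place of TMM (0.99), without a filter on low counts (1.08), with limma on the deposited FPKM with pseudocounts of 1 (1.02, with and without a filter) and 0.1 (1.07), and without WT replicate 1 (1.06), WT replicate 3 (1.06) or *vip3-1* replicate 3 (1.02). It was larger with DESeq2 (1.10), with at least 10 counts in every library (1.09), with the replicate block (1.08) and without WT replicate 2 (1.13), *vip3-1* replicate 1 (1.10) or *vip3-1* replicate 2 (1.10). The paper gives its value as a whole number, and the authors' deposited table lists a log2 fold change of 1.08.

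The paper states that *YUC4* mRNA was reduced in *vip3-1*. Here its log2 fold change was 1.05, higher in *vip3-1*, and it was positive in all 14 alternatives (0.89 to 1.18). The authors' deposited table also lists it as higher, by 1.05.

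The paper states that *ULT2* decreased significantly. Here its log2 fold change was -3.09 with an adjusted p of 0.215 in edgeR's test. None of the 13 alternatives in which it was tested, and none of the 3 fits chosen after seeing the data, called it lower. The authors' deposited table lists it as lower, by a log2 fold change of -3.10 with a q-value of 0.000659. Without WT replicate 3 it was called higher, by 2.1 (adjusted p = 0.0404 in edgeR's test).

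The paper names *AGL77* among the genes with reduced mRNA. Here its log2 fold change was -3.57 with an adjusted p of 0.102 in edgeR's test. DESeq2, run without its check for outlying counts, called it lower (adjusted p = 0.00962). The other 12 of the 13 alternatives did not call it lower, with adjusted p-values up to 0.677. The authors' deposited table lists it as lower, by a log2 fold change of -3.33 with a q-value of 0.000659.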

Other observations

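The tests in this part were chosen after the result was seen, apart from edgeR's tests of single genes, which follow the rule for named genes. The 3 marker lists of older flowers, meristem and green tissue were written beforehand.

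Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, only 1, the real one, gave as many differentially expressed genes, as many higher genes and as many lower genes. The other 9 splits of all 10 gave 0 genes past the adjusted threshold. They gave between 77 and 769 genes at an unadjusted p under 0.05 in edgeR's test, where the real one gave 9327. The genotype effect was left in these fits, where it widens the spread within groups that mix the genotypes. Few calls were therefore to be expected, and these counts do not calibrate those of the real split. The real split was also the only 1 of the 4 with Fisher p-values as low for the shares of MADS-box, auxin, cytokinin and flowering-time genes, a comparison fixed in advance by the absence of calls in the other splits. For direction, 2 of the 4 splits gave a camera p-value as low for the MADS-box family, and 1 of 4 for the auxin, cytokinin and flowering-time lists. Over all 10 splits, of which the other 6 part 1 same-numbered pair, 3 gave one as low for MADS-box genes, 2 for auxin, 3 for cytokinin and 3 for flowering-time genes. For the spread between replicates the count was 1 of 4 and 4 of 10. With 10 splits no share can be under 0.1, and with 4 splits the smallest is 1 of 4.

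The wider spread among WT libraries may depend on WT replicate 3. Without it the log2 ratio of spreads was 0.68, where 0.29 is expected with equal spreads, and without replicate 3 of both genotypes it was 0.11. The *ULT2* decrease turned to 2.1 without WT replicate 3 and that of *AGL77* shrank to -0.30. Among the genes that the authors' deposited table lists as lower, 95 of 2443 tested changed direction without WT replicate 3, compared with between 0 and 19 of the authors' genes without any other library.

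Salicylic acid defence genes were lower in *vip3-1*. The list was written after such genes had been seen among the ranked genes, and it holds members not seen there. Of 18 tested members, 12 were called, 11 lower and 1 higher. The median log2 fold change was -0.82, and 0 of 10000 random lists had a median as low. It was -0.81 without WT replicate 3 and -0.75 after removing GC content and length. In 14 of the 18 genes the genotypes' libraries did not overlap, where 10% is expected without any genotype effect. With 9327 of the 20690 tested genes at an unadjusted p under 0.05 in edgeR's test, that baseline does not set this list apart. A reduced defence response may explain the fall of these genes, but it cannot be told apart from a difference in growth or harvest.

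The composition of the apices could contribute to the broad changes, including those of named genes and of the auxin and cytokinin lists. Of 16 meristem and flower primordium genes, 13 were called, 12 of them higher, with a median log2 fold change of 0.38, and 1 of 10000 random lists had a median as far from the middle. Of 20 photosynthetic genes, 10 were called, all lower, with a median of -0.71 and 0 random lists as far. This list was also high in WT replicate 3, by a median of 0.49 over the other WT libraries with 0 of 10000 random lists as high, and its median fold change was -0.48 without that library, whereas that of the meristem genes was 0.36. In *vip3-1*, replicates 1, 2 and 3 differed from the other *vip3-1* libraries by medians of 0.54, -0.44 and -0.11 for the photosynthetic genes. The direction of both lists without WT replicate 3 is consistent with a larger share of meristem and a smaller share of green tissue in the *vip3-1* apices, but the photosynthetic genes varied between libraries of both genotypes, and a change of expression within the same tissues was not separated from this. The list of older flowers had a median of -0.53 with 12 random lists as far, but a median of 0.22 without WT replicate 3, and it was set aside for this reason, a rule chosen after seeing the values.

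The paper discusses further genes of flower termination beyond those it names from its RNA-seq, such as *CLV3*, which are given above. Of 22 tested, 6 were differentially expressed in edgeR's test (*WUS*, *CLV1*, *ER*, *ERL2*, *HDA19* and *SQN*). All 6 were higher in *vip3-1*, by log2 fold changes between 0.24 and 0.58. With adjustment over the list alone, 2 were called. With the replicate block, the 6 stayed called and *RBL* was also called, by 0.25 (adjusted p = 0.0345 in edgeR's test). *WUS* had a log2 fold change of 0.42 (adjusted p = 0.0298 in edgeR's test), and it was called in 7 of 14 alternatives, with adjusted p-values between 0.00512 and 0.0967. *AG* (0.16), *KNU* (-0.54) and *CRC* (-0.53) were not called. The log2 fold change of *AG* ranged from -0.21 to 0.57 with a library left out, so its direction was not settled. The paper reports *AG* mRNA as reduced in the center of whorl 4 in some *vip3* flowers. Libraries of pooled apices do not resolve single flowers or their centers, so the *AG* value does not test that result. *MIF2* and *XAL2* had too few counts to be tested.

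Among the largest rises, *IPS1* was at least 123-fold higher in *vip3-1*, AT5G03545 rose by 8.76, AT5G20790 by 7.69 and AT1G23110 by 6.15 on the log2 scale, the last with counts that are not whole numbers. Among the largest falls after *MAF1* and *MAF3*, AT4G00250 changed by -5.94, AT4G22490 by -6.37 and AT1G23700 by -5.21. AT4G22490 was called in 7 and AT1G23700 in 6 of 13 alternatives. AT1G23700 had 29, 37 and 761 estimated counts in WT replicates 1, 2 and 3, so its WT mean rests largely on replicate 3. With a library left out, the log2 fold change of AT1G23700 ranged from -5.76 to -1.93.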
